A study of Homo sapiens with 6 samples. Its data were reported in "Tumoral RCOR2 promotes tumor development through dual epigenetic regulation of tumor plasticity and immunogenicity" (2025).

How the data were processed

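RNA was measured in 6 libraries of MDA-MB-231 cells, 2 each of the parental line and the CRISPR/Cas9 lines RCOR2-KO1 and RCOR2-KO2. Libraries were made with the KAPA mRNA Hyper Prep kit and sequenced on an Illumina NextSeq. The submitters' processing notes name FastQC 0.11.2, alignment with TopHat, gene counts with featureCounts and the hg19 build, with no version for TopHat or featureCounts. A strand setting is not given in the sources used here, so reads of overlapping or antisense genes and of near-identical paralogs may be credited to the wrong gene.

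The deposited table gives 19119 genes as CPM, counts divided by a scaled library size. Its name speaks of RPKM and its sheet of counts, and neither fits the values: all values of a library (100%, within 0.001 of a whole number) were whole multiples of the value of 1 read, so the authors had divided whole counts by 1 scaled library size per sample. Whole reads were recovered from those steps. One read was worth 0.0302 to 0.0356 CPM, and the floor of 3 reads lay at 0.0907 to 0.107 CPM per library. Folds against groups with no reads used the mean of the floors of the 2 libraries, 0.0987 CPM in RCOR2-KO1 and 0.0964 in RCOR2-KO2. Ratios of low counts have exact 95% intervals. Floors and intervals cover counting error only, since reads without molecular identifiers are not independent molecules. The 10 most abundant genes took 4.59 to 5.12% of reads. Genes named by a date, which spreadsheet software had altered (26, at most 0.227% of reads), were left out, and 760 genes had no read in any library.

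Other tables served only for hg19 coordinates of 4909 genes. Their 12 columns of per-sample values (60 over the tables) have names that match no label and were not used, nor were their comparison columns, so the planned look at the authors' deposited comparisons was not made.

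An edgeR quasi-likelihood test on counts had been planned before the data were examined, with limma-trend in its place if the table held RPKM. As they were CPM, limma-trend (limma 3.58.1 in R 4.3.3) was the main test, on log2(CPM + 0.1) with the scaling of the authors, for 13482 genes with at least 0.5 CPM in 2 or more libraries, all 6 libraries in 1 fit and group as the only term. Residual degrees of freedom were 3, and the prior added 3.38. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, a fold over 1.5 and a mean over 1 CPM (12515 genes), the thresholds the study states. The difference between RCOR2-KO2 and RCOR2-KO1 was a contrast of this fit. Alternatives with edgeR 4.0.16 and DESeq2 1.42.0 used the recovered reads.

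Gene lists, 25 in all, were fixed before the data were examined: CoREST complex, MHC class I and II, type I interferon, interferon gamma, Wnt ligands and receptors, Wnt antagonists, beta-catenin targets, stem cell, epithelial, mesenchymal, extracellular matrix, NF-kappa B, neuronal REST targets, cell cycle, ribosomal, oxidative phosphorylation, hypoxia, p53, unfolded protein, immediate-early and heat shock genes, and markers of leukocytes, luminal breast cells, fibroblasts and embryonic kidney. Beta-catenin targets shared 4 genes with Wnt antagonists, and mesenchymal genes 4 with matrix genes. Each was tested with camera at a preset inter-gene correlation of 0.01, on the limma-trend values and not on limma-voom values as planned, with adjustment over the 25 lists. Camera with an estimated correlation and fry were alternatives.

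Genes named in the text (125) followed a rule fixed before the data were examined: RCOR2, genes the study names, the 10 largest shared rises and falls by the smaller change, the 5 largest others per direction, line and difference, and up to 4 members per list by adjusted p. Not all members this rule allows are described. The neighbourhood of a gene is the 50 nearest expressed genes on its chromosome.

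The test was checked on simulated counts for RCOR2-KO1 against parental cells, with 200 of 13314 genes changed. It recovered 34.3% of genes changed 1.5-fold, 85.1% at 2-fold and 98.5% at 4-fold, with 16 false calls of 161, above the nominal 5% share. Camera called a simulated list of 20 genes that had been raised. Of 200 unchanged simulated lists, 6 were below 0.05. Simulated genes were independent of each other, so this check cannot cover lists whose members vary together. Estimated correlations of the real lists ran from -0.145 for embryonic kidney markers to 0.991 for ribosomal genes.

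Alternatives were other pseudocounts, filters, scalings, tools, thresholds and sample sets, a replicate block, removal of length trends or neighbourhood medians, averaging of RCOR2-KO1, and leaving out each library in turn. Groups of 2 libraries allow no outlier test and no test of other splits.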

Results

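The series profiled messenger RNA of MDA-MB-231 cells, an established human triple-negative breast cancer line, before and after CRISPR/Cas9 knockout of RCOR2. RCOR2 is a corepressor of the CoREST family, a scaffold that binds the histone demethylase KDM1A (LSD1) and the deacetylases HDAC1 and HDAC2. The question was which genes respond to the loss of RCOR2. There were 3 groups of 2 libraries each: parental cells, the knockout line RCOR2-KO1 and the knockout line RCOR2-KO2. Depth was 27918998 and 29504710 reads in the parental libraries, 29253828 and 30867712 reads in RCOR2-KO1, and 32586051 and 29216899 reads in RCOR2-KO2. Between 16341 and 16480 genes had at least 1 read. The libraries of a group differed by more than sampling noise, with a chi-square per gene of 33.5 in parental cells, 2.40 in RCOR2-KO1 and 41.8 in RCOR2-KO2, so each was kept as a sample. The study describes its RNA-Seq as repeated and counts biological samples or experiments, but no source used here says whether the libraries of a group came from separate cultures. The p-values then measure only the spread between these libraries, which may be technical. Levels below are CPM, reads scaled to the size of each library, given as mean ± SD of 2 libraries. Log2 changes are on the log2(CPM + 0.1) scale, which understates the change of low genes, and adjusted p-values are from limma-trend unless another test is named.

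RCOR2 mRNA was low in every group and lower still in RCOR2-KO2. The gene lies on hg19 chromosome 11 from 63678693 to 63684316, on the minus strand. Parental cells had 24 and 15 RCOR2 reads (0.853 and 0.513 CPM) and RCOR2-KO2 had 2 and 3 reads (0.0605 and 0.102 CPM). The parental to RCOR2-KO2 ratio of reads per depth was 8.49, with an exact 95% interval of 3.35 to 27.6 that covers counting error only, and limma-trend gave a log2 change of -2.09 (SE 0.35, adjusted p = 0.0127). The 50 expressed genes nearest to RCOR2 had a median log2 change of -0.32 in RCOR2-KO2, smaller than that of RCOR2. That window mixes the 2 sides of a step at RCOR2 described below, with chromosome 11 medians of 0.03 proximal and -0.65 distal to it. The fall of RCOR2 was larger than either. RCOR2-KO1 had 28 and 18 reads (0.946 and 0.577 CPM), and no fall of the transcript was detectable at this depth (log2 change 0.14, SE 0.35, adjusted p = 0.812). RCOR2-KO2 lay below RCOR2-KO1 (log2 difference -2.22, adjusted p = 0.0117). The fall in RCOR2-KO2 did not pass limma-trend without parental replicate 1 (adjusted p = 0.0533), nor did the difference between the lines without RCOR2-KO1 replicate 1 (adjusted p = 0.0958). A frameshift need not lower the mRNA, so the transcript level does not test the RCOR2-KO1 label. For MDA-MB-231 cells the study shows an RCOR2 immunoblot of the parental, RCOR2-KO1 and RCOR2-KO2 lines. It describes checks of its knockout cells by immunoblot, genotyping or both, and no protein was measured in these libraries. With a mean under 1 CPM, RCOR2 stood below the level set for a called gene in each comparison.

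Some MHC class II genes, whose products present peptides to helper T cells, rose in the knockout lines, CD74 in both. CIITA, the coactivator that switches these genes on (hg19 chromosome 16, 10971055 to 11018840), rose in RCOR2-KO1 from 5.72 ± 1.41 to 12.0 ± 0.817 CPM (log2 change 1.07, SE 0.20, adjusted p = 0.0173). It stood at 8.73 ± 1.37 CPM in RCOR2-KO2 (log2 change 0.61, SE 0.20, adjusted p = 0.0975, not called). CD74, the invariant chain (chromosome 5, 149781200 to 149792499), rose in both lines, from 70.1 ± 7.22 CPM to 141 ± 0.157 in RCOR2-KO1 (log2 change 1.01) and 119 ± 15.2 in RCOR2-KO2 (log2 change 0.76). The alpha and beta chain genes HLA-DPA1 (0.802 ± 0.0273 to 4.48 ± 0.399 CPM), HLA-DPB1 (0.367 ± 0.0347 to 2.35 ± 0.288), HLA-DRB1 (0.560 ± 0.163 to 2.48 ± 0.344) and HLA-DRA (2.92 ± 0.462 to 6.0 ± 0.752) rose in RCOR2-KO2, as did the peptide exchanger HLA-DMB (1.64 ± 0.202 to 3.77 ± 0.137). In RCOR2-KO1 none of these 5 genes was called by limma-trend at its adjusted p. HLA-DRA had the lowest there (4.55 ± 0.226 CPM, log2 change 0.63, adjusted p = 0.0531), and HLA-DPA1 stood at 0.761 ± 0.261 CPM. The difference between the lines was itself called for HLA-DPA1, HLA-DPB1, HLA-DRB1 and HLA-DMB, with log2 differences of 2.44, 2.31, 1.46 and 0.99, and not for HLA-DRA (log2 0.39, adjusted p = 0.216) or CIITA (log2 -0.46, adjusted p = 0.216). HLA-DRB1 shares reads with HLA-DRB5, which had 5 reads in parental cells and 37 in RCOR2-KO2, so values of both are uncertain.

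Of 9 MHC class II members tested, of 15 listed, 2 rose in RCOR2-KO1 (3 adjusted over the list alone) and 6 rose in RCOR2-KO2 (8 adjusted over the list alone), and none fell. HLA-DRB5 passed the filter only through RCOR2-KO2 (0.588 CPM, against 0.0869 in parental cells and 0.0979 in RCOR2-KO1). HLA-DPB1 did not pass it through parental cells. Such genes can hardly fall against parental cells, which tilts the list towards rises. The list passed limma's competitive set test camera in both lines (adjusted p = 0.0248 and 9.45e-07; 0.0576 in RCOR2-KO1 without its replicate 1) but not with an estimated inter-gene correlation (adjusted p = 0.250 and 0.133 with an estimated correlation). The study drew attention to these genes from the same libraries, so the counts are not independent evidence of their direction. Apart from these libraries, it reported higher CIITA and MHC class II by RT-qPCR and immunoblot in knockout cells treated with interferon gamma. No label of these libraries names such a treatment, so the conditions may differ. The CIITA call in RCOR2-KO1 ended without parental replicate 2 (adjusted p = 0.0597), without RCOR2-KO1 replicate 1 (0.132) and without RCOR2-KO1 replicate 2 (0.102). The CD74 call in RCOR2-KO1 ended without RCOR2-KO1 replicate 1 (0.0513) or replicate 2 (0.0524). Without parental replicate 1 the RCOR2-KO2 calls of HLA-DRA (0.0505) and HLA-DMB (0.0601) ended. With glmTreat, which tests against a fold of 1.5, the calls of CIITA in RCOR2-KO1 and of HLA-DRA, HLA-DMB and CD74 in RCOR2-KO2 ended, and a filter of at least 50 reads on average left out HLA-DRB1 and HLA-DPB1. The difference between the lines in HLA-DRB1 ended without RCOR2-KO1 replicate 1 (0.118) or 2 (0.0893) or RCOR2-KO2 replicate 2 (0.0528), and that in HLA-DMB without any 1 of the 4 knockout libraries (0.0612 to 0.207).

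**Figure D1:**
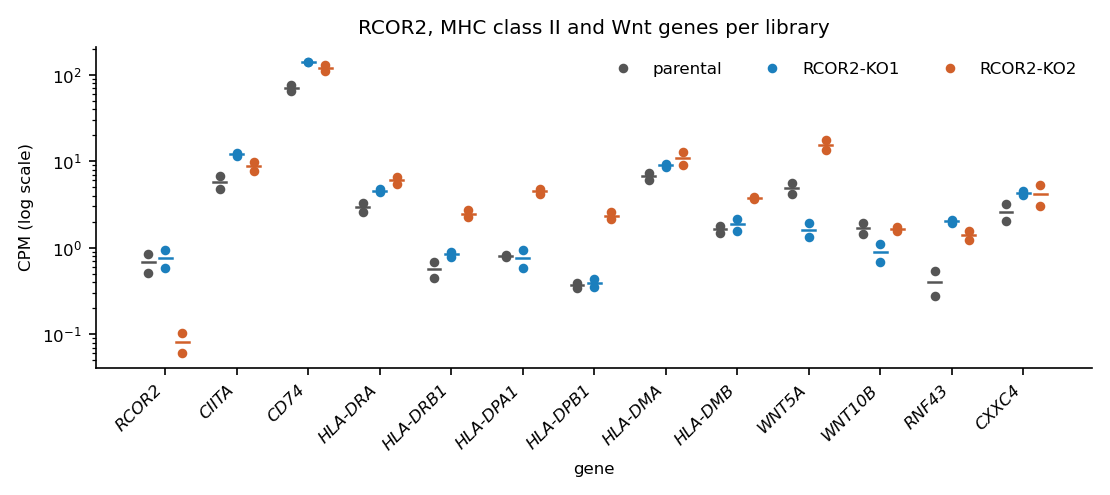
CPM on a log scale for RCOR2, MHC class II genes and Wnt genes, with 1 point per library and a bar at the mean of the 2 libraries of each group. HLA-DPA1, HLA-DPB1 and HLA-DRB1 stand highest in RCOR2-KO2, CIITA and CD74 highest in RCOR2-KO1, and WNT5A lies below parental cells in RCOR2-KO1 and above them in RCOR2-KO2.

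Other interferon-related genes rose in part. Of 41 type I interferon-stimulated genes tested, 11 rose and 5 fell in RCOR2-KO1 (14 and 5 adjusted over the list alone), and 9 rose and 2 fell in RCOR2-KO2 (10 and 2 adjusted over the list alone). The antiviral GTPase gene MX2 rose from 0.893 ± 0.246 CPM to 5.66 ± 0.790 and 3.84 ± 0.593, and the pro-apoptotic interferon target XAF1 from 5.27 ± 0.293 to 15.3 ± 0.201 and 10.4 ± 0.806. The oligoadenylate synthetase gene OAS2 rose from 18.8 ± 0.570 CPM to 32.8 ± 0.544 and 35.6 ± 0.276, and its relative OASL from 19.0 ± 1.28 to 32.6 ± 1.21 and 39.4 ± 3.3. Camera called this list higher in both lines (adjusted p = 0.000251 and 0.000572), which did not hold with an estimated correlation (adjusted p = 0.243 and 0.151 with an estimated correlation). Of 29 interferon gamma response genes, 6 rose and 1 fell in RCOR2-KO1, and 3 rose and 3 fell in RCOR2-KO2, with equal counts adjusted over the list alone. Camera called that list higher in RCOR2-KO1 (adjusted p = 0.00647, or 0.250 with an estimated correlation) and not in RCOR2-KO2 (adjusted p = 0.707). The adhesion gene ICAM1 rose in RCOR2-KO1 from 42.0 ± 2.30 to 80.1 ± 2.73 CPM and stood at 28.3 ± 1.42 in RCOR2-KO2. The inflammasome protease gene CASP1 fell in RCOR2-KO2 from 5.48 ± 1.82 to 0.934 ± 0.124 CPM (log2 change -2.40). It lies on chromosome 11, where its 50 nearest expressed genes had a median log2 change of -0.73. Of 15 MHC class I and antigen-processing genes, 1 fell in RCOR2-KO1, and 1 rose and 1 fell in RCOR2-KO2, with equal counts adjusted over the list alone. HLA-F fell in both lines (5.36 ± 0.592 to 2.57 ± 0.439 and 2.96 ± 0.384 CPM), and HLA-B rose in RCOR2-KO2 (134 ± 16.0 to 226 ± 41.3 CPM). Reads of class I genes can be split between near-identical copies, and camera did not call the list in either line (adjusted p = 0.533 and 0.707). In RCOR2-KO1 the calls of OAS2 (0.0604 and 0.0551), OASL (0.0917 and 0.0734) and HLA-F (0.126 and 0.0617) ended without RCOR2-KO1 replicate 1 or 2, and that of HLA-F also without parental replicate 2 (0.0779). In RCOR2-KO2 the call of HLA-F (log2 change -0.836) ended once the neighbourhood median was subtracted. Expressed genes from HIST1H4H to PRR3, around it on chromosome 6, had a median of only -0.0689, a shift far smaller than that of HLA-F. The HLA-F call also ended in 5 of the 6 leave-one-out fits. That of HLA-B ended without parental replicate 1, RCOR2-KO1 replicate 1 or 2, or, with its fold under 1.5, RCOR2-KO2 replicate 2.

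Genes of the Wnt pathway, which the study examined in the same libraries, moved in both directions. By RT-qPCR the study also reported lower WNT5A and WNT10B and higher RNF43 and CXXC4 in both knockout lines. The rise of WNT5A in RCOR2-KO2 given below runs opposite to that report, and WNT10B and CXXC4 were not called here. WNT5A, a ligand of mainly noncanonical Wnt signalling, fell in RCOR2-KO1 from 4.91 ± 0.998 to 1.62 ± 0.428 CPM (log2 change -1.55, SE 0.24, adjusted p = 0.00958). It rose in RCOR2-KO2 to 15.4 ± 2.90 CPM (log2 change 1.63, SE 0.24, adjusted p = 0.00844), and the lines differed by 3.18 on the log2 scale (adjusted p = 0.0010). WNT10B was not called in either line (1.70 ± 0.348 CPM in parental cells, 0.882 ± 0.293 in RCOR2-KO1 and 1.66 ± 0.133 in RCOR2-KO2, adjusted p = 0.0694 and 0.969). RNF43, a ubiquitin ligase that removes Wnt receptors, rose in both lines from 0.404 ± 0.184 CPM to 2.01 ± 0.121 (log2 change 2.11, SE 0.29, adjusted p = 0.00616) and 1.40 ± 0.231 (log2 change 1.62, SE 0.29, adjusted p = 0.0158), while its 50 nearest expressed genes had a median log2 change of -0.25 in RCOR2-KO2. CXXC4, an inhibitor that binds Dishevelled, was not called (2.59 ± 0.811 CPM, then 4.27 ± 0.353 and 4.14 ± 1.58, adjusted p = 0.166 and 0.237). The WNT5A call in RCOR2-KO1 ended without RCOR2-KO1 replicate 1 (adjusted p = 0.0710). The RNF43 call in that line ended without replicate 1 (0.0601) or replicate 2 (0.0526). With glmTreat the calls of WNT5A in RCOR2-KO1 and RNF43 in RCOR2-KO2 ended, and a filter of at least 50 reads on average left RNF43 out.

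Of 23 Wnt ligands and receptors tested, 3 rose and 1 fell in RCOR2-KO1 (4 and 2 adjusted over the list alone), and 3 rose and 2 fell in RCOR2-KO2 (3 and 2 adjusted over the list alone). LGR6, an R-spondin receptor, rose from 2.19 ± 0.236 CPM to 21.9 ± 0.0685 in RCOR2-KO1 and 4.70 ± 0.149 in RCOR2-KO2. WNT7B rose in RCOR2-KO1 (45.7 ± 2.76 to 82.7 ± 2.18 CPM). The receptors FZD4 (83.5 ± 2.89 to 44.0 ± 2.42 CPM) and LRP5 (226 ± 4.52 to 144 ± 1.68 CPM) fell in RCOR2-KO2. Both lie on chromosome 11 among neighbours with median log2 changes of -0.59 and -0.60, and neither call was kept once the neighbours were subtracted. Of 15 Wnt antagonists, 3 rose and 3 fell in RCOR2-KO1, and 1 rose and 3 fell in RCOR2-KO2, with equal counts adjusted over the list alone. The secreted inhibitor DKK1 fell in both lines (303 ± 9.12 to 121 ± 6.72 and 181 ± 16.9 CPM), as did its coreceptor gene KREMEN1 (5.49 ± 0.120 to 0.948 ± 0.290 and 2.53 ± 0.263 CPM) and the repressor TCF7L1 (2.98 ± 0.189 to 0.739 ± 0.0423 and 1.76 ± 0.0119 CPM). The Groucho corepressor TLE3 rose in RCOR2-KO1 (70.1 ± 1.19 to 116 ± 0.0708 CPM). The TCF7L1 call in RCOR2-KO2 (log2 change -0.7245) ended on subtracting neighbours, and also when any 1 of the 6 libraries was left out. Expressed genes from MRPL19 to CNNM4, around TCF7L1 on chromosome 2, had a median of only -0.028 in RCOR2-KO2, so neighbours shared little of its fall. The KREMEN1 call in RCOR2-KO2 ended without parental replicate 1, parental replicate 2 or RCOR2-KO2 replicate 2. In RCOR2-KO1 the calls of TLE3 (0.0614 and 0.0618) and NRCAM (0.103 and 0.135) ended without RCOR2-KO1 replicate 1 or 2, that of NRCAM also without parental replicate 1 (0.0610), and that of WNT7B without RCOR2-KO1 replicate 1 (0.0560). Of 24 beta-catenin target genes, 4 rose and 4 fell in RCOR2-KO1 (4 and 4 adjusted over the list alone), and 2 rose and 6 fell in RCOR2-KO2 (2 and 7 adjusted over the list alone). The cell adhesion gene NRCAM fell in both lines (5.18 ± 1.08 to 2.37 ± 0.134 and 1.32 ± 0.184 CPM), and so did TCF4, a basic helix-loop-helix factor (10.9 ± 1.04 to 1.59 ± 0.243 and 0.820 ± 0.0914 CPM). Cyclin D1 (CCND1) fell in RCOR2-KO2 (1010 ± 29.1 to 615 ± 38.8 CPM, log2 change -0.72), a call that ended once the median of its chromosome 11 neighbours (-0.60) was subtracted. Camera called none of these 3 lists in RCOR2-KO1 (adjusted p = 0.372, 0.521 and 0.956) or RCOR2-KO2 (adjusted p = 0.364, 0.761 and 0.0658).

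In RCOR2-KO1, 587 genes rose and 805 fell against parental cells among 13482 tested, with inflammatory and hypoxia-response genes among the rises. IL1B, which encodes the inflammatory cytokine interleukin-1 beta (chromosome 2, 113587337 to 113594356), rose from 1.98 ± 0.784 to 38.4 ± 7.27 CPM (log2 change 4.25, SE 0.33). C3, the central complement protein, rose from 0.506 ± 0.0386 to 13.3 ± 0.980 CPM, and the gelatinase gene MMP2 from 1.66 ± 0.0702 to 23.1 ± 1.70 CPM, against a neighbourhood median of -0.34. PADI4, a peptidylarginine deiminase that makes citrulline, rose from 0.312 ± 0.139 to 11.4 ± 0.634 CPM, and the adaptor gene FYB from 0.278 ± 0.0910 to 5.98 ± 0.197 CPM. The death-associated kinase gene DAPK1 fell from 12.1 ± 1.24 CPM (693 reads) to 1 read, a 735-fold ratio with an exact 95% interval of 131 to 29066. ZNF518B fell from 10.7 ± 2.73 CPM (611 reads) to 2 reads, a 324-fold ratio with an interval of 89.3 to 2681. BEND4 fell from 2.85 ± 0.744 CPM to no reads, at least 28.9-fold lower against the floor of 3 reads per library. The neuronal adaptor gene APBA2 fell from 9.83 ± 0.174 to 0.181 ± 0.0166 CPM and PALM, which encodes the membrane protein paralemmin, from 5.97 ± 0.452 to 0.147 ± 0.0643 CPM. DAPK1, BEND4 and PALM also lay below parental cells in RCOR2-KO2, by less, while APBA2 lay above them there. Replicates of RCOR2-KO1 differed least (SD of deviations 0.141, against 0.298 in parental cells and 0.321 in RCOR2-KO2). Averaging them, which discards no reads but takes their spread out of the fit, lowered the total about as far as leaving out either. A call lost without 1 of them therefore need not mean that the 2 disagreed. Among fits that leave out 1 library, the total fell most without parental replicate 2, without RCOR2-KO1 replicate 1 and without RCOR2-KO1 replicate 2. Of 102 calls of genes named in the text for this line, 88, 66 and 69 were kept in those 3 fits.

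Of 30 hypoxia-response genes tested in RCOR2-KO1, 17 rose and none fell (17 adjusted over the list alone), with a median log2 change of 0.62. The angiogenic factor gene VEGFA rose from 111 ± 3.08 to 302 ± 8.70 CPM, the glucose transporter gene SLC2A3 from 43.7 ± 2.10 to 88.6 ± 1.78, NDRG1 from 211 ± 27.4 to 512 ± 30.4 and the oxygen sensor gene EGLN3 from 4.51 ± 0.542 to 15.0 ± 1.35. SLC2A3 lies in a part of chromosome 12 whose neighbours had a median log2 change of 0.50, and its call ended once this was subtracted. Of 21 NF-kappa B cytokines and chemokines, 11 rose and none fell (13 adjusted over the list alone), with IL6 at 1.76 ± 0.223 and then 8.03 ± 0.656 CPM, CSF3 at 1.74 ± 0.593 and then 13.4 ± 0.877, and IL24 at 7.58 ± 1.42 and then 24.2 ± 1.96. Of 33 extracellular matrix genes, 11 rose and 5 fell (11 and 6 adjusted over the list alone). Those that rose included TNC (92.6 ± 8.66 to 252 ± 15.4 CPM), COL6A3 (37.0 ± 5.92 to 111 ± 2.06) and the anchoring-fibril collagen COL7A1 (44.6 ± 2.25 to 115 ± 5.51). The laminin chain LAMA4 fell from 13.4 ± 1.58 to 7.17 ± 0.173 CPM. Of 20 mesenchymal genes, 5 rose and 2 fell (6 and 2 adjusted over the list alone), with rises of COL5A1 (120 ± 4.96 to 251 ± 10.2 CPM) and TGFBI (45.3 ± 2.63 to 104 ± 0.815 CPM). Of 15 neuronal genes known as targets of the REST-CoREST repressor, 4 rose and none fell (4 and 1 adjusted over the list alone): L1CAM (166 ± 3.03 to 512 ± 14.3 CPM), the secretogranin gene SCG2 (8.49 ± 0.285 to 33.6 ± 1.13), the synaptic gene UNC13A (0.244 ± 0.0426 to 1.89 ± 0.000390) and synaptotagmin SYT1 (6.18 ± 0.595 to 11.3 ± 0.235). Of 41 neuronal genes listed only these 15 passed the filter, and UNC13A did not pass it through parental cells. Such genes can hardly fall against parental cells, which tilts this list towards rises. L1CAM lies among X chromosome neighbours with a median log2 change of 0.43.

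Camera called these 5 lists higher in RCOR2-KO1 (adjusted p = 9.34e-10 for hypoxia, 9.34e-10 for NF-kappa B, 0.0289 for matrix, 0.0150 for mesenchymal and 0.00279 for neuronal genes). None held with an estimated correlation (adjusted p = 0.243, 0.243, 0.496, 0.243 and 0.243 with an estimated correlation), and the matrix call also ended without parental replicate 2 (0.0581). The single calls of LAMA4 (0.129 and 0.151) and SYT1 (0.0971 and 0.087) ended without RCOR2-KO1 replicate 1 or 2, and that of LAMA4 also without parental replicate 1 (0.0738). Of 16 epithelial genes 4 fell and none rose (7 fell adjusted over the list alone), among them the tight junction gene CLDN4 (27.4 ± 3.09 to 13.5 ± 0.0817 CPM), plakoglobin JUP (19.3 ± 1.15 to 8.90 ± 0.354) and EPCAM (9.56 ± 0.411 to 5.59 ± 0.0679). JUP lies in a region of chromosome 17 with a median log2 change of -0.46. Without RCOR2-KO1 replicate 1 or 2 the calls of CLDN4 (0.0657 and 0.0695) and EPCAM (0.0959 and 0.104) ended, and that of JUP without replicate 2 (0.0530). Camera gave adjusted p = 0.000165 for this list, and 0.243 with an estimated correlation. Oxidative phosphorylation subunits had a median log2 change of -0.24, and 2 of 58 fell, SDHD (95.9 ± 0.982 to 62.0 ± 1.54 CPM) and ATP5L (187 ± 31.5 to 104 ± 2.79 CPM). Adjusted over the list alone none was called, and both calls ended once their chromosome 11 neighbours, with medians of -0.55 and -0.59, were subtracted. The camera adjusted p was 0.00487, 0.885 with an estimated correlation, and 0.476 without parental replicate 2. Cytosolic ribosomal protein genes had a median log2 change of -0.16 with adjusted p = 0.0402 in camera, and 0.936 with an estimated correlation. Of those 52 genes limma-trend called 0, also adjusted over the list alone, with 9 at an unadjusted p under 0.05, while DESeq2 called 1 and edgeR and limma-voom 0. Without parental replicate 2 camera placed the ribosomal list on the higher side (adjusted p = 0.920), and without RCOR2-KO1 replicate 2 it was no longer called (0.0868). Replicates of parental cells differed from each other along transcript length (rho 0.607 across genes), those of RCOR2-KO1 less so (rho -0.0844).

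In RCOR2-KO2, 469 genes rose and 778 fell against parental cells. These calls use a spread pooled with the more alike libraries of RCOR2-KO1, and a fit of parental and RCOR2-KO2 libraries alone called 812. The helix-loop-helix inhibitor ID4 (chromosome 6, 19837601 to 19842431) rose from 6.37 ± 0.446 to 91.5 ± 10.6 CPM (log2 change 3.82, SE 0.14), and KALRN from 0.504 ± 0.109 to 12.0 ± 0.398 CPM. The sodium-proton exchanger gene SLC9A2 rose from 0.158 ± 0.0783 to 3.28 ± 0.698 CPM, SRGAP3 from 0.281 ± 0.156 to 4.74 ± 0.0102, and the serotonin receptor gene HTR2C from 0.123 ± 0.0774 to 2.89 ± 1.34. HTR2C lies on X among neighbours with a median log2 change of 0.55. ENG, which encodes the TGF-beta coreceptor endoglin (chromosome 9, 130577291 to 130617047), fell from 83.6 ± 4.14 to 0.648 ± 0.190 CPM (log2 change -6.83, SE 0.18). NFATC1, a calcium-regulated transcription factor gene, fell from 6.97 ± 0.0437 to 0.0964 ± 0.00808 CPM, the microfibril gene MFAP2 from 8.82 ± 1.11 to 0.161 ± 0.0135, and the cancer-testis gene MAGEC2 from 10.5 ± 0.773 to 0.416 ± 0.0104, against a neighbourhood median of 0.48. FAM109B fell from 5.59 ± 0.364 CPM to no reads, at least 58.0-fold lower against the floor of 3 reads per library. ENG, NFATC1, MFAP2, MAGEC2 and FAM109B also lay below parental cells in RCOR2-KO1, and SRGAP3 above them, each by less. Subtracting the median of the 50 nearest genes lowered the total from 1247 to 798, and leaving out RCOR2-KO1 replicate 1 or 2, which enter the common estimate of spread, gave 805 and 801.

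Of 16 epithelial genes tested in RCOR2-KO2, 8 fell and none rose (8 adjusted over the list alone), including desmoplakin DSP (185 ± 42.9 to 68.8 ± 7.91 CPM), JUP (to 4.52 ± 0.538 CPM, with a neighbourhood median of -0.41) and EPCAM (to 5.77 ± 0.212 CPM). CLDN4 was not called (32.4 ± 4.92 CPM). Camera gave adjusted p = 9.62e-07 for this list, and 0.133 with an estimated correlation. No further list besides MHC class II and type I interferon genes passed camera in this line, against 6 lists in all without parental replicate 1 or RCOR2-KO2 replicate 1 and 5 without RCOR2-KO2 replicate 2. Of 20 stem cell and pluripotency genes, 1 rose and 4 fell (1 and 5 adjusted over the list alone, camera adjusted p = 0.254), with falls of the aldehyde dehydrogenase gene ALDH3A1 (2.92 ± 0.906 to 0.223 ± 0.0266 CPM) and the drug efflux gene ABCG2 (14.6 ± 2.03 to 5.47 ± 0.945). BMP2 fell from 62 reads to 2, a 33.8-fold ratio with an exact 95% interval of 8.96 to 285. In RCOR2-KO1 the stem cell counts were 1 rise and 3 falls, equal adjusted over the list alone (camera adjusted p = 0.950), and BMP2 stood at 2.96 ± 0.937 CPM. Of 30 hypoxia genes 2 rose and 1 fell in RCOR2-KO2 (3 and 1 adjusted over the list alone, camera adjusted p = 0.254). Of 21 NF-kappa B genes 2 rose and 4 fell (2 and 5, adjusted p = 0.707), of 33 matrix genes 7 rose and 5 fell (equal adjusted over the list alone, adjusted p = 0.763), and of 20 mesenchymal genes 2 rose and 4 fell (equal, adjusted p = 0.761). Of 15 neuronal genes 2 rose and 2 fell (equal, adjusted p = 0.324), and of 58 oxidative phosphorylation subunits 1 rose and 3 fell (0 and 2 adjusted over the list alone, adjusted p = 0.786). The cadherin gene CDH11 rose in both lines, from 52.9 ± 11.8 CPM to 88.5 ± 0.259 and 151 ± 21.8, against neighbourhood medians of -0.39 and -0.29. Its RCOR2-KO1 call ended without parental replicate 2 (0.0994) or RCOR2-KO1 replicate 1 (0.178) or 2 (0.186), and the EPCAM call in RCOR2-KO2 without parental replicate 1 (0.0586).

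**Figure D2:**
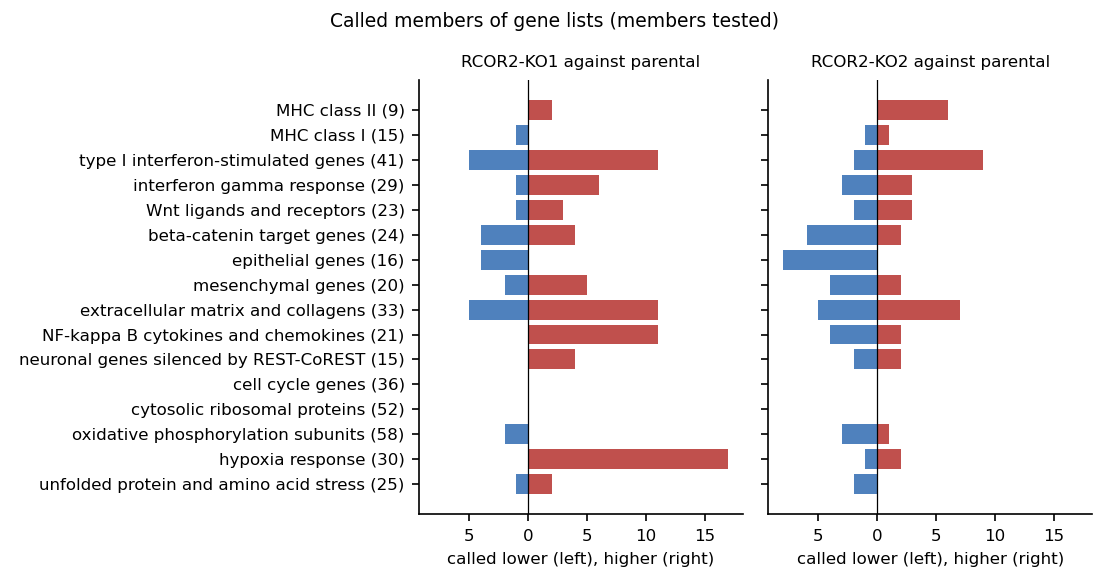
Members of gene lists called lower (bars to the left of 0) and higher (bars to the right) against parental cells in RCOR2-KO1 and RCOR2-KO2, with the number of members tested in brackets. Hypoxia genes had 17 rises in RCOR2-KO1 and 2 in RCOR2-KO2, and epithelial genes had 4 and 8 falls.

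In the same direction, 195 genes rose and 374 fell in both lines, while 66 were called in opposite directions, 29 of them up in RCOR2-KO1 and down in RCOR2-KO2. The cystatin genes CST1 (5.16 ± 0.253 CPM to 24 ± 1.29 and 43.2 ± 2.99) and CST2 (1.18 ± 0.214 to 6.25 ± 0.0473 and 13.0 ± 3.51) rose in both, although their near-identical sequences leave the split of reads uncertain. The immunoglobulin superfamily genes IGSF3 (5.74 ± 0.626 CPM to 86.4 ± 1.63 and 29 ± 3.66) and PTGFRN (1.18 ± 0.165 to 13.9 ± 0.601 and 5.83 ± 0.349) rose, as did CSF1R, the receptor of macrophage colony-stimulating factor (chromosome 5, 149432854 to 149492935; 0.995 ± 0.0520 to 5.70 ± 0.230 and 5.32 ± 0.0837). The G protein gene GNAO1 rose from 7.42 ± 0.376 CPM to 33.4 ± 1.84 and 38.8 ± 0.10, against neighbourhood medians of -0.34 and -0.31. FSTL4 (0.192 ± 0.0194 CPM to 2.15 ± 0.0364 and 1.98 ± 0.188), the mechanosensitive channel gene PIEZO2 (0.684 ± 0.290 to 5.03 ± 0.279 and 4.11 ± 0.516), GOLGA7B (0.488 ± 0.0134 to 3.52 ± 0.149 and 2.80 ± 0.801) and the ciliary gene HYDIN (0.227 ± 0.0309 to 1.44 ± 0.263 and 3.25 ± 0.271, neighbourhood medians -0.20 and -0.38) completed the 10 largest shared rises.

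Several of the 10 largest shared falls went to or near 0 reads. PDE9A, a cyclic GMP phosphodiesterase gene, went from 3.10 ± 0.408 CPM to no reads in either line, at least 31.4-fold lower in RCOR2-KO1 and at least 32.1-fold lower in RCOR2-KO2 against a floor of 3 reads per library. The calcium channel subunit gene CACNA2D4 went from 444 reads to 2 in RCOR2-KO1 (ratio 235, exact 95% interval 64.8 to 1950, neighbourhood median 0.33) and 0 in RCOR2-KO2 (at least 80.1-fold lower). COCH, which encodes cochlin, went from 325 reads to 1 (ratio 345, interval 61.4 to 13653) and 0 (at least 58.7-fold lower). GLB1L2 went from 267 reads to 1 (ratio 283, interval 50.4 to 11224) and 0 (at least 48.2-fold lower), and lies at the distal end of chromosome 11, with neighbourhood medians of -0.60 and -0.72. The placental transcription factor gene GCM1 went from 217 reads to 0 (at least 38.3-fold lower) and 1 (ratio 236, interval 42.0 to 9377). The lactate receptor gene HCAR1 went from 197 reads to 0 (at least 34.9-fold lower) and 1 (ratio 215, interval 38.1 to 8516). SCARA3 (chromosome 8, 27491577 to 27534286) fell from 17.0 ± 0.171 CPM to 0.10 ± 0.0967 and, with 1 read, 0.0151 ± 0.0214. MPZL2 fell from 185 reads to 4 and 2, with neighbourhood medians of -0.58 and -0.83, VAT1L from 3.55 ± 0.297 CPM to 0.10 ± 0.0967 and 0.0453 ± 0.0641, with medians of -0.26 and -0.36, and the protocadherin gene PCDH10 from 3.91 ± 0.255 CPM to 0.199 ± 0.10 and 0.146 ± 0.0348.

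The comparisons share the parental libraries, so some overlap arises by chance. Independent lists of these sizes would share 22.0 rises and 50.04 falls, and Fisher's exact test gave two-sided p = 4.62e-142 and 2.48e-263. That test treats genes as independent and takes no account of the shared controls. Across genes, which are not independent replicates, the log2 changes of the lines correlated with r = 0.539, against 0.505 in 50 simulations of unchanged groups. Each simulation drew all 6 libraries anew, parental ones included, gene by gene from 1 mean and 1 dispersion. Both lines were then compared with the same drawn parental libraries. Drawn libraries lack the length and GC trends, regional shifts and unequal spread of the real groups. The covariance was 0.203 against 0.0205 simulated, and 70.4% of genes had the same sign against 66.8% simulated. With no group changed few genes can be called, so the 0 shared calls of the simulations in limma-trend were nearly fixed in advance. They do not show how many shared calls the real controls would give. A split of the 2 parental libraries would leave 1 on each side and was not made, so part of the excess may come from the shared controls. The shared total of 569 fell to 342 without parental replicate 2, to 197 and 195 without RCOR2-KO1 replicate 1 or 2, and to 372 with neighbouring genes subtracted.

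**Figure D3:**
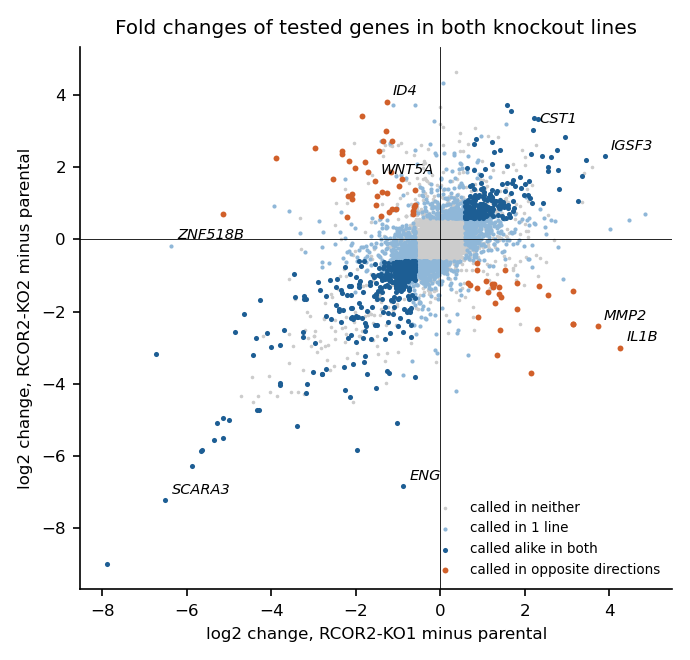
Log2 change against parental cells in RCOR2-KO1 (horizontal axis) and RCOR2-KO2 (vertical axis), with 1 point per gene tested, coloured by its calls. Shared calls, 195 rises and 374 falls, lie in the upper right and lower left, and 66 genes such as IL1B, MMP2, ID4 and WNT5A were called in opposite directions.

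The lines also differed from each other: 501 genes were higher and 539 lower in RCOR2-KO2 than in RCOR2-KO1, against 1392 and 1247 called between RCOR2-KO1 or RCOR2-KO2 and parental cells. IL1B stood at 0.157 ± 0.0774 CPM in RCOR2-KO2 against 38.4 ± 7.27 in RCOR2-KO1 (log2 difference -7.25, adjusted p = 0.000205), MMP2 at 0.246 ± 0.134 against 23.1 ± 1.70, and the hair keratin gene KRT81 at 1.61 ± 0.316 against 98.8 ± 6.20. ENG stood at 0.648 ± 0.190 against 45.6 ± 2.02 CPM. SPANXD had 1 read in RCOR2-KO2 against 5.10 ± 0.236 CPM in RCOR2-KO1, and its reads, like those of KRT81, can be shared with near-identical relatives. Higher in RCOR2-KO2 were LRRN1 (26.9 ± 3.70 CPM against 0.279 ± 0.0129), APBA2 (16.2 ± 1.88 against 0.181 ± 0.0166), ZNF518B (9.42 ± 1.81 against 0.0320 ± 0.0453), LRCH2 (5.17 ± 1.45 against 1 read) and KBTBD8 (4.47 ± 1.41 against 1 read). ZNF518B lies in a part of chromosome 4 with a median log2 difference of 0.53. Parental cells had 5.53 ± 0.571 CPM of LRRN1 and 9.83 ± 0.174 of APBA2. The count of 1040 fell to 319 without RCOR2-KO1 replicate 1 and to 321 without RCOR2-KO1 replicate 2.

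Lower expression of neighbouring genes ran along the long arm of chromosome 11 in RCOR2-KO2, a region chosen after the values were seen. Of 381 expressed genes distal to RCOR2, 371 (97.4%, exact 95% interval 95.2 to 98.7) had a log2 change below 0, with a median of -0.65. Of 310 expressed genes on the other side of RCOR2, 129 did, with a median of 0.03. These distal genes held 196 of the 778 falls of this line, CCND1, LRP5, FZD4 and CASP1 among them. In RCOR2-KO1 the medians were -0.05 on the proximal and -0.23 on the distal side, and 84 of the distal genes fell. Its best single step lay 182 expressed genes further along, between ACER3 and CAPN5, with a median of -0.54 beyond it.

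**Figure D4:**
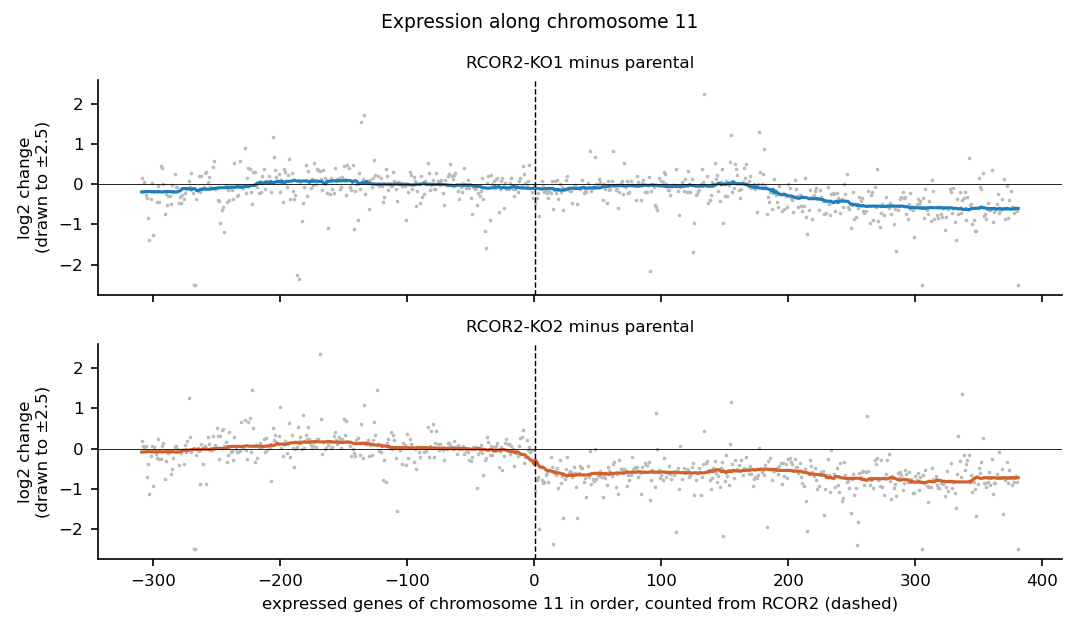
Log2 change against parental cells for the 691 expressed genes of chromosome 11 in order, counted from RCOR2 at the dashed line, as 1 grey point per gene, and the median of the 50 nearest expressed genes as a coloured line. In RCOR2-KO2 the line steps from near 0 to about the distal median of -0.65 at RCOR2, and in RCOR2-KO1 it falls further along the arm.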

Values the study reported

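The study reported 289 genes as repressed by RCOR2 in these cells and a larger number as induced, at an FDR below 0.05, a log CPM above 0 and an absolute fold change above 1.5.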

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

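All tests of explanations in this part were chosen after the results were seen. The effects of the knockout were compared between RCOR2-KO2 and RCOR2-KO1 by the limma-trend contrast of the lines and by camera on it, and each result below differed at an adjusted p under 0.05. Of 25 lists 10 differed, and none with an estimated correlation (lowest adjusted p = 0.256 with an estimated correlation). Of 125 genes named, 67 were called, against 1040 of all 13482 genes tested. The naming rule takes the largest changes and differences, so a larger share among named genes follows in part from that rule.

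Lists higher in RCOR2-KO2, by the median log2 difference, were MHC class II (0.994, adjusted p = 0.00777, 4 of 9 members called higher) and oxidative phosphorylation (0.223, adjusted p = 0.00624, 2 called higher and 0 adjusted over the list alone). Lists lower in RCOR2-KO2 were NF-kappa B cytokines (-0.987, adjusted p = 5.75e-10, 12 called lower), hypoxia (-0.547, adjusted p = 6.71e-09, 12 called lower), neuronal genes (-0.464, adjusted p = 0.0113), mesenchymal genes (-0.374, adjusted p = 0.00938), matrix genes (-0.324, adjusted p = 0.00105), interferon gamma genes (-0.241, adjusted p = 0.00901), unfolded protein genes (-0.214, adjusted p = 0.00901) and beta-catenin targets (-0.157, adjusted p = 0.0212).

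Genes higher in RCOR2-KO2 had log2 differences of 3.18 for WNT5A, 1.46 for HLA-DRB1, 2.44 for HLA-DPA1, 2.31 for HLA-DPB1, 0.994 for HLA-DMB, 1.02 for CST2, 1.14 for HYDIN, 0.844 for CST1, 3.55 for DAPK1, 6.20 for ZNF518B, 5.86 for APBA2, 2.29 for BEND4 and 2.59 for PALM. They were 4.26 for KALRN, 5.09 for ID4, 4.34 for SLC9A2, 2.15 for SRGAP3, 4.83 for HTR2C, 6.15 for LRRN1, 5.49 for LRCH2, 5.27 for KBTBD8, 1.35 for KREMEN1, 1.15 for TCF7L1, 1.25 for CLDN4, 0.764 for CDH11, 0.814 for GADD45A and 1.33 for GAL. Fitted values of genes with 0 to 3 reads in a line, such as DAPK1, BEND4, HTR2C, FAM109B and BMP2, depend on the pseudocount.

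Genes lower in RCOR2-KO2 had log2 differences of -1.57 for IGSF3, -1.24 for PTGFRN, -4.15 for PADI4, -3.91 for C3, -7.25 for IL1B, -3.75 for FYB, -6.13 for MMP2, -5.95 for ENG, -3.87 for FAM109B, -1.78 for NFATC1, -4.07 for MFAP2, -2.23 for MAGEC2, -5.86 for KRT81 and -5.49 for SPANXD. Among list members they were -0.872 for GSE1, -1.5 for ICAM1, -1.91 for CASP1, -2.20 for LGR6, -0.913 for WNT7B, -0.873 for TCF4, -1.10 for CCND1, -3.85 for ALDH3A1, -4.56 for BMP2, -0.966 for JUP, -0.781 for DSP, -1.49 for TGFBI, -0.728 for COL6A3, -1.0 for COL7A1 and -1.67 for LAMA4. They were -0.987 for IL6, -4.02 for CSF3, -1.47 for IL24, -0.921 for L1CAM, -2.14 for SCG2, -0.911 for SYT1, -1.21 for VEGFA, -0.936 for EGLN3, -1.33 for SLC2A3, -0.906 for NDRG1 and -1.43 for DDIT4. The differences in CCND1 and CDH11 ended once neighbourhood medians were subtracted. Of the 67 calls, 44 were kept without RCOR2-KO1 replicate 1, 44 without RCOR2-KO1 replicate 2, 63 without RCOR2-KO2 replicate 1 and 61 without RCOR2-KO2 replicate 2.

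Hypoxia-response genes had a median log2 change of 0.62 in RCOR2-KO1. Once neighbourhood medians were subtracted the median was 0.513 (bootstrap 95% interval 0.319 to 0.69), and once the trend on transcript length was removed it was 0.646 (0.392 to 0.759), which argues against either as the whole cause. The median difference of RCOR2-KO2 from RCOR2-KO1 was -0.547 (-0.706 to -0.235), which restates the difference for which the list is given here, and camera gave an adjusted p = 0.256 with an estimated correlation. Of its 30 members 12 were called lower in RCOR2-KO2 and none higher. Those calls come from the contrast for which the list was picked, so they cannot test an equal effect of the knockout in both lines. Whether the effect was equal was not settled. An effect of RCOR2 loss in 1 line, a difference between the clones of the lines, which the study describes as mixed, and a difference in culture conditions such as cell density stay open, untested.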

How the results depend on the processing

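Subtraction of neighbourhood medians, removal of length trends, edgeR on recovered reads, rescaling by library totals, averaging of RCOR2-KO1 and the crossed block were chosen after seeing the data. So was the use, in leave-one-out fits, of the mean CPM over all 6 libraries, after a first run whose totals differed little. A lone library is assumed to vary like the other groups. In the order RCOR2-KO1, RCOR2-KO2, shared and RCOR2-KO2 against RCOR2-KO1, the main counts were 1392, 1247, 569 and 1040. They were 2231, 2003, 960 and 1629 by adjusted p alone and 556, 564, 204 and 481 with glmTreat, which is stricter by construction. They were 384, 802, 191 and 301 with RCOR2-KO1 averaged. Neighbourhood subtraction gave 798 for RCOR2-KO2 and 372 shared, and the cause was not tested. A fit of 2 groups alone gave 812 for RCOR2-KO2 and 1628 for RCOR2-KO1. Deviations between replicates had an SD of 0.141 in RCOR2-KO1, 0.298 in parental cells and 0.321 in RCOR2-KO2. The common fit pools these, which lowers the spread used for RCOR2-KO2 and raises that used for RCOR2-KO1. A fit of 2 groups also has fewer degrees of freedom, and the 2 effects were not separated. Leaving out 1 library gave 403 to 1631, 801 to 1483, 195 to 639 and 319 to 1220, the lowest without RCOR2-KO1 replicate 2 (replicate 1 for the last). On recovered reads edgeR called 1380, 1273, 569 and 1070, keeping 1325, 1208 and 1027 of the main calls of the 3 comparisons, and DESeq2 called 1437, 1291, 567 and 1095. No scaling moved the share of rises by over 10 points.

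The RCOR2 change in RCOR2-KO2 was -3.007 with glmTreat (adjusted p = 0.0605) and -1.767 to -2.405 leaving out 1 library. The difference between the lines was -2.258 with RCOR2-KO1 averaged (adjusted p = 0.0618) and -1.91 to -2.538 leaving out 1 library. With an estimated correlation camera called 0 lists in RCOR2-KO1 and 0 in RCOR2-KO2 (3 in each at an unadjusted p under 0.05), while fry, which does not compare a list with other genes, called 13 and 12. Camera called 3 to 6 lists in RCOR2-KO2 leaving out 1 library, 6 without parental replicate 1 or RCOR2-KO2 replicate 1 and 5 without RCOR2-KO2 replicate 2. The ribosomal list in RCOR2-KO1 turned direction without parental replicate 2 (adjusted p = 0.92), against 3.394e-05 without parental replicate 1; the cause was not tested. Over 11028 values of single genes under alternatives, 10473 stayed on their side of the threshold, 417 lost and 138 gained a call and 0 turned; over 891 of lists these were 816, 41, 33 and 1.

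Replicate numbers were not taken to pair all libraries: deviations of equal numbers correlated between parental cells and RCOR2-KO2 (0.765), and not with RCOR2-KO1 (-0.160 and -0.220). With a replicate block the counts were 1652, 1438, 666 and 1222, and no call of a named gene was lost. With the numbers of RCOR2-KO1 crossed they were 1760, 1515, 716 and 1301. Depth limits RCOR2 and other genes below 1 CPM.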

Other observations

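All tests of explanations in this part were chosen after the results were seen. Of 14 genes of the CoREST complex tested, among them RCOR2 itself, which lay below the level set for a call, limma-trend called 0 in RCOR2-KO1 (1 at an unadjusted p under 0.05, and 0 by edgeR, DESeq2 and limma-voom; camera adjusted p = 0.170) and 1 fell in RCOR2-KO2 (camera adjusted p = 0.707), with equal counts adjusted over the list alone. That was GSE1 (49.2 ± 6.36 to 31.6 ± 0.901 CPM, with a neighbourhood median of -0.40), a call that ended once the neighbourhood median was subtracted and without parental replicate 1 (0.0594) or RCOR2-KO1 replicate 1 (0.0633) or 2 (0.0632). The deacetylase gene HDAC1 stood at 145 ± 12.2 CPM and, in RCOR2-KO2, 192 ± 13.2, and was not called. Of 36 cell cycle genes limma-trend called 0 in either line, also adjusted over the list alone (5 and 7 at an unadjusted p under 0.05, 0 and 1 by DESeq2, 0 by edgeR and limma-voom; camera adjusted p = 0.967 and 0.707). Of 52 ribosomal genes it called 0 in RCOR2-KO2 (4 at an unadjusted p under 0.05, 3 by DESeq2, 0 by edgeR and limma-voom; camera adjusted p = 0.694).

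Of 18 p53 targets 2 fell in RCOR2-KO1 and 1 in RCOR2-KO2, equal adjusted over the list alone (camera adjusted p = 0.834 and 0.947), with the death receptor gene FAS at 5.28 ± 0.126 CPM and then 3.34 ± 0.101 and 2.66 ± 0.434. Of 25 unfolded protein genes 2 rose and 1 fell in RCOR2-KO1 and 2 fell in RCOR2-KO2, equal adjusted over the list alone (camera adjusted p = 0.147 and 0.392). Of 21 immediate-early and heat shock genes 1 rose and 3 fell in RCOR2-KO1, and 1 rose and 2 fell in RCOR2-KO2 (3 adjusted over the list alone; camera adjusted p = 0.621 and 0.707). The chaperone gene HSPA1A, which shares reads with a near-identical copy, fell from 21.6 ± 3.65 CPM to 6.38 ± 0.182 and 5.33 ± 0.0623, and the phosphatase gene DUSP1 from 51.5 ± 0.0650 to 28.7 ± 0.564 and 24.1 ± 0.449. The FAS call ended without any 1 of the parental or RCOR2-KO1 libraries in RCOR2-KO1 (adjusted p = 0.0949 to 0.254) and without parental replicate 2 in RCOR2-KO2 (0.0564), and the DUSP1 call in RCOR2-KO1 without its replicate 1 (0.0510).

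Among markers of other cells, camera called none of 4 lists in RCOR2-KO1 or RCOR2-KO2: leukocyte (5 tested, adjusted p = 0.215 and 0.254), luminal (12, 0.967 and 0.694), fibroblast (5, 0.542 and 0.254) and embryonic kidney (6, 0.705 and 0.694). Leukocyte markers had 1 rise and 1 fall in RCOR2-KO1 (2 and 1 adjusted over the list alone) and 1 rise in RCOR2-KO2, luminal markers 2 rises and 2 falls and then 2 rises and 1 fall, fibroblast markers 1 rise and 2 falls in each, and embryonic kidney markers 1 rise and 2 falls and then 1 rise and 1 fall (2 and 1 adjusted over the list alone); other counts were equal adjusted over the list alone. The luminal marker AGR2 fell from 35.3 ± 12.1 CPM to 6.10 ± 0.0295 and 9.77 ± 1.97. For lists with no call the median and the test can differ in sign, as for NF-kappa B (median 0.02, tested lower) and matrix genes (median -0.01, tested higher) in RCOR2-KO2.

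Genes distal to RCOR2 on chromosome 11 were lower in RCOR2-KO2, with a median log2 change of -0.65 and linear ratios of 0.621 and 0.648 in its libraries. After removal of the length trend the median was -0.643 (bootstrap 95% interval -0.671 to -0.605), and 97.4% of distal genes lay below 0, which argues against length or a few strongly lowered genes. The best single step lay 0 expressed genes from RCOR2 (interval -3 to 0), between MARK2 and NAA40. A candidate explanation is the loss of 1 copy from the cut site to the end of the arm in this line, a hypothesis found and tested on the same data, with no DNA measured. In RCOR2-KO1 the step lay 182 genes further along (180 to 213), which the same event at RCOR2 would not give.

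Replicates 1 and 2 of parental cells and of RCOR2-KO2 differed alike, with deviations that correlated at 0.765 across 12202 genes. The deviations followed transcript length (rho 0.607 and 0.575) and GC content (rho -0.493 and -0.616). Those of RCOR2-KO1 hardly followed length (rho -0.0844) and followed GC content with the opposite sign (rho 0.386). After removal of the length trend the correlation was 0.661 and after removal of the GC trend 0.681, which argues against either as the whole cause. A library batch or day shared by equal numbers stays open, and no biological explanation was tested.

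Over 233 blocks of about 50 expressed genes, 25 lay lower and 12 higher in RCOR2-KO1 than 95% of shuffled extremes (0.217), and 26 and 20 in RCOR2-KO2 (0.179). Among these, blocks from KDM5A to BICD1 on chromosome 12 had medians of 0.32 to 0.51 in RCOR2-KO1, and blocks from GGN to ZNF628 on chromosome 19 had medians of -0.30 to -0.51, with 0.10 or less in size in RCOR2-KO2. Blocks from UPRT to TMLHE on X were higher in both lines (0.35 to 0.45 and 0.44 to 0.62). Other blocks were lower in both lines. On chromosome 16 they ran from CHD9 to TANGO6 and from TMEM170A to GAS8 (-0.36 to -0.42 and -0.28 to -0.45). On chromosome 17 they ran from ZNF286B to DUSP3 (-0.30 to -0.47 and -0.29 to -0.40). On chromosome 11 they ran from NDUFC2 to GLB1L2 (-0.36 to -0.60 and -0.62 to -0.80). These blocks were picked after their values were seen.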
